A study of Homo sapiens with 5 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

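H3K4me3 CUT&RUN libraries of MCF7 cells were analysed, 2 from cells treated with DMSO and 2 from cells treated with 500 nM abemaciclib for 5 days per the labels, together with 1 IgG library from DMSO-treated cells. Groups and replicate numbers came from the sample labels. The study describes the H3K4me3 replicates as independent cultures. Its methods give a shorter treatment for CUT&RUN in MCF7 cells without naming the antibody target, and the time in the labels is used here.

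Per the study's methods and the submitters' processing notes, the authors trimmed reads, aligned them to hg38 with Bowtie2 (v2.3.4.1), removed reads in blacklisted regions and mitochondrial DNA, retained duplicates and called peaks with MACS2 (v2.2.7.1) against matched IgG controls. The notes also name deepTools (v3.5.0), which made signal tracks that were not used here. Broad peaks were called for H3K4me3 and narrow peaks for IgG, in each library separately. Which IgG library served as control for each H3K4me3 library, and whether the IgG peaks were called against a control, is not given in the sources used here. Broad peaks in the deposited files reached down to a −log10 q of 1.01 and the IgG peaks to 1.31. For each peak the authors deposited its start and end, a fold enrichment over the local background (a ratio), a −log10 p and a −log10 q. The deposited score of each peak is about 10 times its −log10 q, as a whole number. These per-peak values are the authors' own. They were used only to describe and filter peaks within a list, and no test compared them between libraries. Fold enrichments ran from 1.84 to 87.0 and from 1.87 to 76.3 in the DMSO libraries. In the abemaciclib libraries they ran from 1.48 to 61.4 and from 1.52 to 65.6. Retained duplicates, the depth of each library and the enrichment it reached can all change where a peak ends. None of them could be read directly from peak lists, so a difference between the conditions in depth or enrichment remains possible. No precision based on counts was therefore given.

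TSSs came from GENCODE version 44 on hg38, the build of the peak files, for 19962 protein-coding genes on chromosomes 1 to 22 and X. The MANE Select transcript was used, otherwise the canonical transcript, otherwise the 5′ end of the gene. Peaks on other sequences were left out of gene-based values. Coordinates are 1-based, and the span given for a promoter peak is the union of the peaks of the 4 libraries. A promoter reached from 2000 bp upstream to 500 bp downstream of a TSS, as in the study. Peaks were counted as overlapping from 1 bp.

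The main measure was the width of the broad peak over the TSS, following the study's own width analysis, for genes with such a peak in all 4 libraries. Genes whose TSSs lay in the same peaks in all 4 libraries formed 1 promoter peak, which gave 10661 promoter peaks for 12036 genes, 1267 of them with 2 or more genes. Widths were taken as log2 and compared with limma (v3.58.1; lmFit and eBayes with a variance trend), abemaciclib minus DMSO, two-sided, with Benjamini-Hochberg adjustment and a threshold of adjusted p under 0.1, the false discovery rate the study used for CUT&RUN. All single-gene adjusted p values are from limma. Extents from the TSS to each end of the peak were compared in the same way as log2 of the bp plus 200, so their log2 changes understate those of short extents. The 964 promoter peaks with genes of both strands were left out of the extents, and the most upstream TSS was used where several genes shared a strand. That exclusion was decided after the data had been seen. Edges were placed in exons and introns of the transcript that gave the TSS, from the mean extent of each condition.

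Gene lists, the rule for named genes, the tests and all alternatives not stated otherwise were fixed before the data were examined. The 16 lists were written from general knowledge and are not exact copies of published sets, and the study's own set of hub genes was not used here. They covered the oestrogen response, E2F targets and cell cycle, Rb and CDK regulators, luminal identity, basal and mesenchymal markers, blood and immune cell markers, interferon response, AP-1 and NF-kB early response, p53 and senescence, cholesterol and fatty acid synthesis, lysosome, H3K4 methylation, ribosomal proteins, replication-dependent histones, developmental regulators, and the 17q23 and 20q13 gains of MCF7. Lists were tested with camera in limma at a preset correlation of 0.01, adjusted over the lists, with camera at an estimated correlation and fry beside it. Fry asks whether the genes of a list move on balance one way, without comparing them with other genes. No list passed with an estimated correlation. That version of camera rests on the 2 residual degrees of freedom of the fit, so it could hardly pass any list. Its estimated correlation was 0.0162 for the E2F list and 0.0532 for the interferon list. Its p values therefore do not show that correlation between genes accounts for a list. No threshold for lists had been fixed, and the 0.1 of the single-gene test was applied after the list values had been seen.

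The rule named a fixed set of genes in every case (CCND1, KRT18, KRT19, TFF1, KRT8, XBP1, GREB1, MYC, ESR1, GATA3, FOXA1, RB1, KDM5A, E2F1, CCNE2, MCM2, CDK1, MKI67 and CDKN1A). To these it added the 10 largest increases and 10 largest decreases among calls whose libraries did not overlap between conditions. It also added up to 4 members per list with the smallest p in the direction of the list's median, up to 10 gained and 10 lost genes by width, and the 5 widest promoter peaks. Genes of the figures on single genes were picked from these by hand.

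Regions were the union of the peaks of the 4 libraries, and regions or TSSs with a peak in both libraries of 1 condition and neither of the other were counted beside the counts for the other 2 ways to pair the libraries. Summaries per library were compared with an exact two-sided permutation test, which cannot go below 0.333 with 2 against 2. For each named peak, the share of the span that differed between conditions and lay under other peaks of the other condition was computed, since neighbouring peaks can join or split. This check and the division of peaks by width were chosen after the data had been seen.

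The limma step was tested on simulated widths for the 10661 promoter peaks with 200 changed. It recovered 34.3% of changes of 0.5 on the log2 scale, 68.7% of changes of 1 and 87.9% of changes of 2, and 4.51% of its calls were false. Noise was drawn independently for each peak and library, with no shift of a whole library or condition. The false share therefore holds for the simulation and not for the real calls. Alternatives were centring, a block for the replicate number, no variance trend, robust variances, merging of peaks under 1 kb apart, peaks with a −log10 q of at least 5, any annotated TSS, peaks in at least 1 library, removal of promoter peaks that overlap IgG peaks, adjusted p under 0.05, a pseudocount of 50 bp, other promoter windows and widths, 50% coverage of a region, and leaving out each library in turn. Leaving out libraries was added after the data had been seen for regions, gained and lost genes and library summaries. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.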

Results

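H3K4me3, the trimethylated form of lysine 4 on histone H3 that marks active promoters, was mapped by CUT&RUN in MCF7 cells, an oestrogen receptor-positive luminal breast cancer line. In CUT&RUN an antibody directs a nuclease to chromatin, and the DNA fragments it releases are sequenced. Cells had received 500 nM abemaciclib, an inhibitor of the cyclin-dependent kinases CDK4 and CDK6, or DMSO for 5 days. Each condition had 2 H3K4me3 libraries, and 1 IgG library from DMSO-treated cells served as the negative control. The DMSO libraries held 19440 and 19221 H3K4me3 peaks covering 37.0 and 38.2 Mb. The abemaciclib libraries held 19765 and 19705 peaks covering 39.6 and 39.5 Mb. The files list peaks and not reads, so the depth of each library is unknown and no counting interval was given. The Jaccard index over covered bases was 0.850 between the DMSO libraries, 0.830 between the abemaciclib libraries and 0.776 to 0.787 across conditions. Between 7 and 18 peaks had identical ends in any pair of libraries, so each library was counted once. The IgG library held 486 narrow peaks over 250148 bp, of which 18 to 24 overlapped peaks of any 1 H3K4me3 library and 17 lay in promoters. Of the 95 promoter peaks named by the rule on widths, those of SULF2 and ZNF217 overlapped an IgG peak.

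The first comparison asked whether CDK4/6 inhibition changed the overall extent of H3K4me3. Promoter peaks of at least 5 kb numbered 602 and 718 in the DMSO libraries, against 925 and 912 in the abemaciclib libraries. The median peak over a transcription start site (TSS) measured 2393 ± 60.5 bp with DMSO and 2512 ± 7.78 bp with abemaciclib (SD, n = 2 each). Promoters, taken from 2000 bp upstream to 500 bp downstream of a TSS, held 42.5% ± 0.458 of the covered bases with DMSO and 39.6% ± 0.255 with abemaciclib. On average abemaciclib added 404.5 peaks and 1.92 Mb, and the share of peaks in promoters differed by −1.79 percentage points. In each of these measures both abemaciclib libraries lay on the same side of both DMSO libraries. The exact two-sided permutation test gave p = 0.333, the smallest that 2 libraries against 2 allow. The median width of all peaks differed by −34 bp, and the exact permutation p was 0.667. Among peaks with a −log10 q of at least 5, the differences were −731.5 peaks, 1.01 Mb, 1.91 percentage points for the share of peaks in promoters and 114 bp for the median width, so that 3 of these 4 turned in sign.

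The second comparison took the width of the peak over each TSS, for 10661 distinct promoter peaks of 12036 protein-coding genes with a peak in all 4 libraries. Peaks at 573 promoters were wider and at 185 narrower with abemaciclib (limma, adjusted p threshold of 0.1). With the replicate number as a block, which leaves fewer residual degrees of freedom, the counts were 350 and 95. HSPB8, which encodes a small heat shock protein and belongs to the oestrogen response list, widened 5.15-fold from 706 ± 50.2 bp to 3629.5 ± 33.2 bp (SD, n = 2 each). BCAS1, a gene of the amplified 20q13 segment of MCF7, widened 7.63-fold, and IFI6, an interferon-induced gene, widened 4.52-fold. The BCAS1 peaks measured only 332 and 562 bp with DMSO, and not every BCAS1 peak reached a −log10 q of 5. TFPI, which encodes an inhibitor of coagulation, and TGFB2, a transforming growth factor beta ligand, widened 4.34-fold and 3.96-fold. PTTG1, which encodes securin, narrowed from 2818 ± 55.9 bp to 892 ± 22.6 bp, a log2 change of −1.66.

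The remaining large increases were at CARD14 (log2 change 2.19), SPNS2 (2.13), ANKMY1 (2.36), GCN1 (2.14) and ALOXE3 (2.10). Neighbouring peaks can join or split, and the share of each changed span that lay under other peaks was measured, a check chosen after the data had been seen. At GCN1, ALOXE3 and ANKMY1, 71.2%, 79.9% and 57.7% of the gained span already lay under other peaks in the DMSO libraries. GCN1 and the ribosomal protein gene RPLP0 lay under 1 common peak in the abemaciclib libraries and under separate peaks with DMSO. The largest decrease was at EPOR, the erythropoietin receptor gene, with a log2 change of −3.36, and 62.5% of its lost span stayed under other abemaciclib peaks. SULF1 (−2.00), KCNC3 (−1.91), TNFRSF11B (−1.78), ASS1 (−1.63), ACSL4 (−1.62), GLI1 (−1.53), TLL1 (−1.52) and GDNF (−1.48) followed. For KCNC3, GLI1 and GDNF, 59.3%, 53.4% and 49.1% of the lost span stayed under other peaks. Over all calls these shares were 10.4% of the gained span and 7.08% of the lost span.

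The promoter peaks were also divided by mean width into 5 classes of equal size, a division chosen after the data had been seen. The narrowest class held 24 wider and 36 narrower calls, with a median log2 change of −0.06. The widest class held 226 wider and 27 narrower calls, with a median of 0.08. The 5 widest promoter peaks were those of GATA3, NR2F2, ZNFX1, the pair FOXA1 and TTC6, and the pair CBX3 and HNRNPA2B1. None of the 5 passed the limma test, with adjusted p values of 0.486, 0.482, 0.130, 0.543 and 0.628 in that order. After the libraries were centred on their medians, 64.3% of the calls were wider, against 75.6% without centring. Each of the other 2 ways to pair the 4 libraries gave 0 limma calls, with 103 and 130 peaks higher and 38 and 57 lower at an unadjusted p under 0.05, against 1287 and 672 for the treatment. In these pairings each group holds 1 library of each condition. Any difference between the conditions then adds to the residual variance and lowers the calls, so they are no fair null for the treatment. A fit without 1 library has 1 residual degree of freedom. Without DMSO replicate 1 or 2 limma called 0, with 923 and 1177 peaks wider and 598 and 443 narrower at an unadjusted p under 0.05. Without abemaciclib replicate 1 it called 150 wider and 46 narrower, and without replicate 2 it called 297 and 98.

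**Figure D1:**
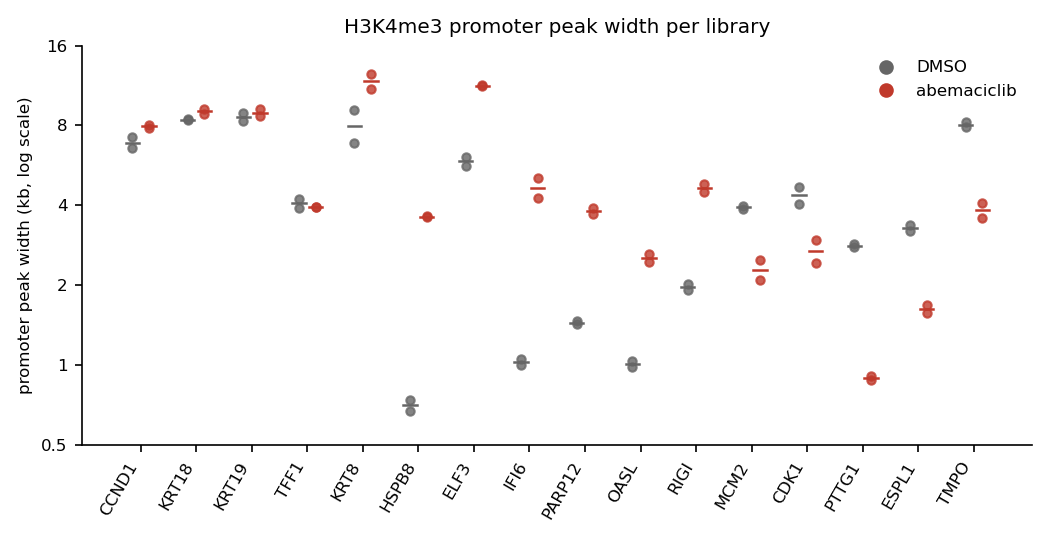
Width in kb (log axis) of the H3K4me3 peak over the TSS of 16 genes, picked for display from those named by the rule, in each of the 2 DMSO libraries (grey points) and 2 abemaciclib libraries (red points); bars mark group means. The points of HSPB8 lie at 741 and 670 bp with DMSO and at 3606 and 3653 bp with abemaciclib, whereas those of TFF1 lie between 3922 and 4237 bp in all 4 libraries.

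The third comparison placed these changes on either side of the TSS, at 9697 promoter peaks whose genes share a strand. At IFI6, on chromosome 1 from 27667572 to 27672852 (hg38, minus strand), the peak reached 390 bp into the gene with DMSO and 4103 bp with abemaciclib. Its mean edge moved from intron 1 to intron 4, whereas the upstream extent measured 637 and 564 bp. At PTTG1, on chromosome 5 from 160421351 to 160424207 (plus strand), the extent into the gene fell from 2313 bp, ending in intron 3, to 700 bp, ending in intron 2. The extent into the gene was longer at 605 promoters and shorter at 186, and the upstream extent was longer at 27 and shorter at 10. With the replicate number as a block, which leaves fewer residual degrees of freedom, the limma calls were 0 and 0 into the gene and 14 and 0 upstream. Over all upstream extents, called or not, the balance was the opposite, with 3736 promoter peaks higher and 5959 lower, a median log2 change of −0.03, and 314 longer and 681 shorter at an unadjusted p under 0.05. With peaks in at least 1 library, the upstream calls themselves turned over, to 43 longer and 62 shorter. Sides were then compared at peaks called on total width, without the share over all peaks beside them. The log2 scale used for this understates changes of short extents. Of the 539 wider peaks with extents, 473 (87.8%) changed more into the gene than upstream, as did 138 of the 173 narrower peaks (79.8%). KDM5B, which encodes an H3K4 demethylase, was an exception: its upstream extent grew from 534 to 4709 bp and its extent into the gene from 3828 to 5777 bp. With centred libraries 62.5% of the calls into the gene were longer, against 76.5% without. Without any 1 of the 4 libraries, replicates 1 and 2 of DMSO and of abemaciclib alike, limma called 0 extents in both directions. At an unadjusted p under 0.05, those fits gave 1049 to 1418 longer and 495 to 622 shorter extents into the gene, and 291 to 496 longer and 595 to 866 shorter upstream extents.

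**Figure D2:**
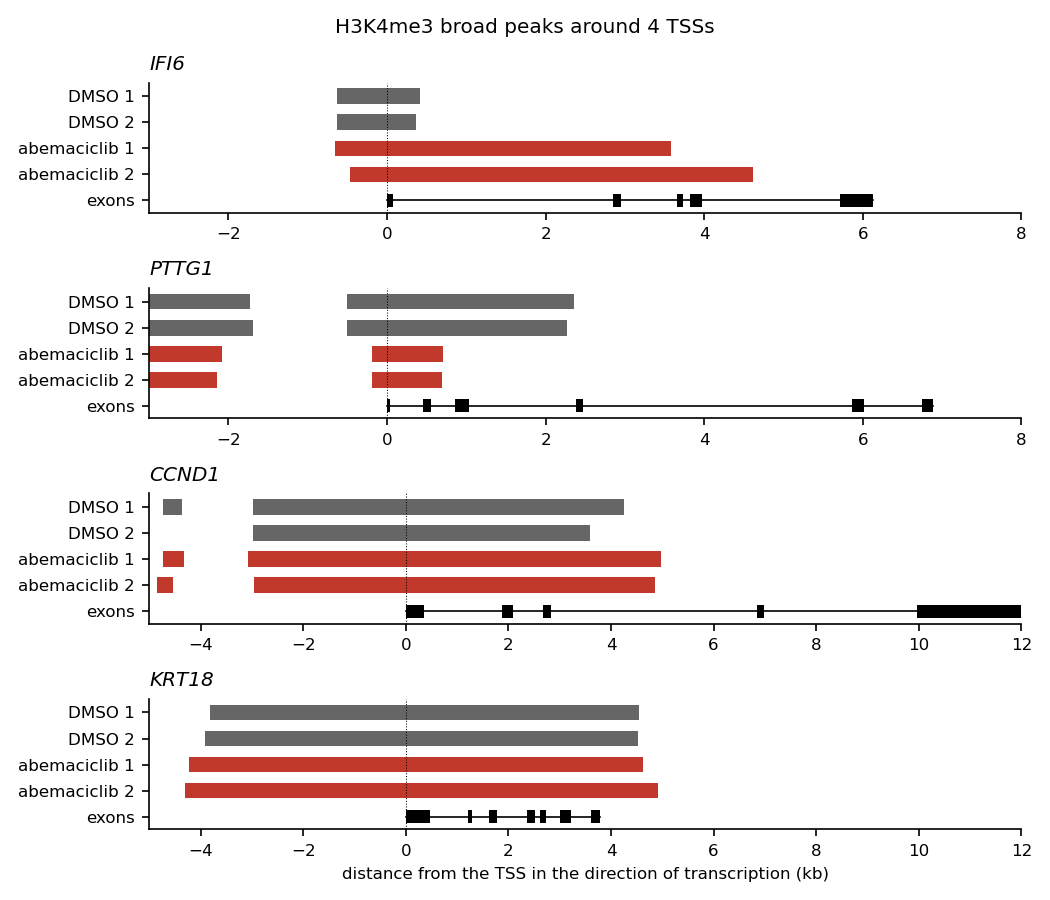
H3K4me3 broad peaks around the TSSs of IFI6, PTTG1, CCND1 and KRT18 in each library (grey, DMSO; red, abemaciclib), with the exons of the transcript in black; the x axis gives the distance from the TSS in kb in the direction of transcription. The IFI6 peak extends into the gene in both abemaciclib libraries, the PTTG1 peak ends nearer the TSS in both, and the outer ends of the CCND1 and KRT18 peaks differ less.

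The study reported that H3K4me3 spread at key oestrogen response genes of hubs that hold Rb, KDM5A and the oestrogen receptor. That set was not used here, and 156 promoter peaks of a general list of 182 oestrogen response genes were tested. Of these, 20 were wider and 4 narrower over all peaks, and 30 were wider and 9 narrower when adjusted over the list alone. ELF3, which encodes an epithelial transcription factor, widened from 5852 ± 315 bp to 11302 ± 119.5 bp (SD, n = 2 each), a log2 change of 0.95. EEIG1, an oestrogen-induced gene, widened from 7038 ± 151 bp to 13732 ± 10.6 bp (0.96), and FHL2, which encodes a LIM domain cofactor, widened 2.38-fold. The median log2 change of the list was 0.05 and the mean 0.15, against a median of 0.02 for the other promoter peaks, and 95 of the 156 peaks were higher. After centring the median was −0.01. The list passed at adjusted p = 0.0998 (camera, preset correlation), against a threshold of 0.1 that was applied to lists after their values had been seen. It had adjusted p = 0.548 with an estimated correlation and 0.103 by fry. Without DMSO replicate 2 its adjusted p was 0.145, and without abemaciclib replicate 2 it was 0.401.

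CCND1, TFF1, KRT18 and KRT19, oestrogen response genes that the study names for chromatin loops to Rb-bound elements, did not pass on their own. Whether they belong to the set on which it measured H3K4me3 widths was not examined. CCND1, the cyclin D1 gene (ENSG00000110092), on chromosome 11 from 69638072 to 69646123, measured 6898 ± 457 bp with DMSO and 7936 ± 164 bp with abemaciclib (SD, n = 2 each). Its log2 change was 0.20 with an SE of 0.07 and a limma adjusted p of 0.237, and both mean edges lay in intron 3. The epithelial keratin gene KRT18 (ENSG00000111057), on chromosome 12 from 52944807 to 52954039, measured 8397 ± 57.3 and 9037 ± 278 bp, with a log2 change of 0.11 and an adjusted p of 0.377. KRT19 had a log2 change of 0.05, and TFF1, the trefoil factor 1 gene, of −0.05. Both abemaciclib libraries lay above both DMSO libraries at CCND1 and KRT18, but not at KRT19 or TFF1. In simulation the limma step recovered 34.3% of log2 changes of 0.5, so changes as small as these could easily be missed. Of further luminal and oestrogen-related genes fixed beforehand, KRT8 measured 7990 ± 1629 bp with DMSO and 11743 ± 1121 bp with abemaciclib. Both abemaciclib values of KRT8 were higher, with an adjusted p of 0.182 over all peaks. KRT8 was called wider when adjusted over the oestrogen or the luminal list alone. Values for XBP1 (0.06), MYC (0.03), ESR1 (−0.30), GATA3 (−0.15) and the pair FOXA1 and TTC6 (−0.25) did not pass over all peaks. GREB1 had no peak over its canonical TSS, and its widest peak over any other annotated TSS measured 5842 and 7724 bp with DMSO and 5819 and 7182 bp with abemaciclib. TFF3, an oestrogen-induced trefoil factor gene, had a peak of 2252 and 2457 bp over its TSS in the DMSO libraries and none in the abemaciclib libraries, although not both DMSO peaks reached a −log10 q of 5. No library had a peak over any of the 11 annotated TSSs of KDM5A, a demethylase gene to which the study assigns part of the Rb effect. The study measured KDM5A RNA and protein in MCF7 cells, so the missing peak does not show a silent gene. Whether that promoter lies in a region the authors excluded was not analysed here.

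Luminal identity genes, some of which are also in the oestrogen list, had 6 wider and 0 narrower peaks among 35, and 8 wider and 1 narrower when adjusted over the list alone and likewise at an unadjusted limma p under 0.05. Among the wider peaks were those of CDH1, the E-cadherin gene (log2 change 1.06), ERBB2 (0.76) and TFAP2C (0.38), which encodes an AP-2 transcription factor. At CDH1, 43.1% of the gained span already lay under other DMSO peaks. The median of the list was 0.05, and −0.01 after centring, and fry gave an adjusted p of 0.0715. The list did not pass by camera (adjusted p = 0.137), except without DMSO replicate 2 (adjusted p = 0.0947). The basal and mesenchymal list had 11 peaks among its 36 genes. The 2 wider ones, over all peaks and when adjusted over the list alone, were those of FN1 and SNAI2. FN1, the fibronectin gene, had a log2 change of 1.12, and SNAI2, which encodes a mesenchymal transcription factor, of 1.08. Not every SNAI2 peak reached a −log10 q of 5. None of the 11 was narrower by limma, also at an unadjusted p under 0.05. This list passed (camera, adjusted p = 0.0806), with adjusted p = 0.376 with an estimated correlation and 0.00294 by fry. Its mean log2 change exceeded that of the other peaks by 0.23, but by 0.14 among peaks with a −log10 q of at least 5 (adjusted p = 0.222), by 0.06 with peaks in at least 1 library (0.199) and by 0.05 with any annotated TSS (0.689). It no longer passed without DMSO replicate 2 (0.143), without abemaciclib replicate 1 (0.129) or without abemaciclib replicate 2 (0.143).

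Promoter peaks of interferon response genes were wider with abemaciclib at 28 of 54, with 0 narrower, and at 38 of 54 with 0 narrower when adjusted over the list alone. At an unadjusted limma p under 0.05 the counts were 38 and 0. IFI6 (ENSG00000126709) widened from 1028 ± 42.4 bp to 4668 ± 595 bp (SD, n = 2 each), with a log2 change of 2.18, an SE of 0.12 and an adjusted p of 0.00992. PARP12 widened 2.63-fold, OASL, an oligoadenylate synthetase-like gene, 2.51-fold, and RIGI, which encodes a sensor of viral RNA, 2.35-fold. The median log2 change was 0.50, and 50 of the 54 peaks were higher. The camera test gave adjusted p = 1.97e-16, and adjusted p = 0.263 with an estimated correlation, whereas fry gave 0.0162. A further 5 genes of the list, IFIT1, IFI27, OAS1, IFIT3 and PSMB8, had a peak over the TSS in both abemaciclib libraries and in neither DMSO library. At IFIT1 and PSMB8 a DMSO library also had a peak within the promoter window, and not both IFIT3 peaks (694 and 1890 bp) reached a −log10 q of 5. Blood and immune cell markers, a check for other cell types, had a peak at 2 of 27 genes, CD14 and CORO1A, with log2 changes of −0.04 and −0.10. Limma called 0 of them, also at an unadjusted p under 0.05.

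Peaks of E2F targets and other cell cycle genes, which active Rb represses, narrowed at 27 of 138 promoters with 0 wider, and at 66 with 0 wider when adjusted over the list alone. At an unadjusted limma p under 0.05 the counts were 67 and 0. MCM2, which encodes a subunit of the replicative helicase (ENSG00000073111), on chromosome 3 from 127597997 to 127601970, fell from 3932 ± 59.4 bp to 2290 ± 284 bp (SD, n = 2 each), with a log2 change of −0.79, an SE of 0.11 and an adjusted p of 0.0434. CDK1, the mitotic kinase gene, had a log2 change of −0.70 (adjusted p = 0.0872), and ESPL1, the separase gene, of −1.01. TMPO (−1.07) and GMNN, the geminin gene (−0.75), also narrowed. E2F1 (−0.40), MKI67 (−0.49) and CCNE2 (−0.09) did not pass over all peaks, with adjusted p values of 0.128, 0.106 and 0.597. E2F1 and MKI67 were among the 66 calls over the list alone. Their extents into the gene were shorter (limma, adjusted p = 0.0538 and 0.0460), with log2 changes of −0.50 and −0.45. The median of the list was −0.30, and 127 of the 138 peaks were lower. The camera test gave adjusted p = 9.27e-25, and adjusted p = 0.191 with an estimated correlation, whereas fry gave 0.0172. Replication-dependent histone genes, which are expressed in S phase, narrowed at 2 of 30 peaks and at 3 when adjusted over the list alone, among them H1-3 (−0.91) and H3C11 (−0.85), whereas 0 widened and 1 was wider at an unadjusted limma p under 0.05. Their median was −0.07, with a camera adjusted p of 0.0194, adjusted p = 0.266 with an estimated correlation and 0.0642 by fry.

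**Figure D3:**
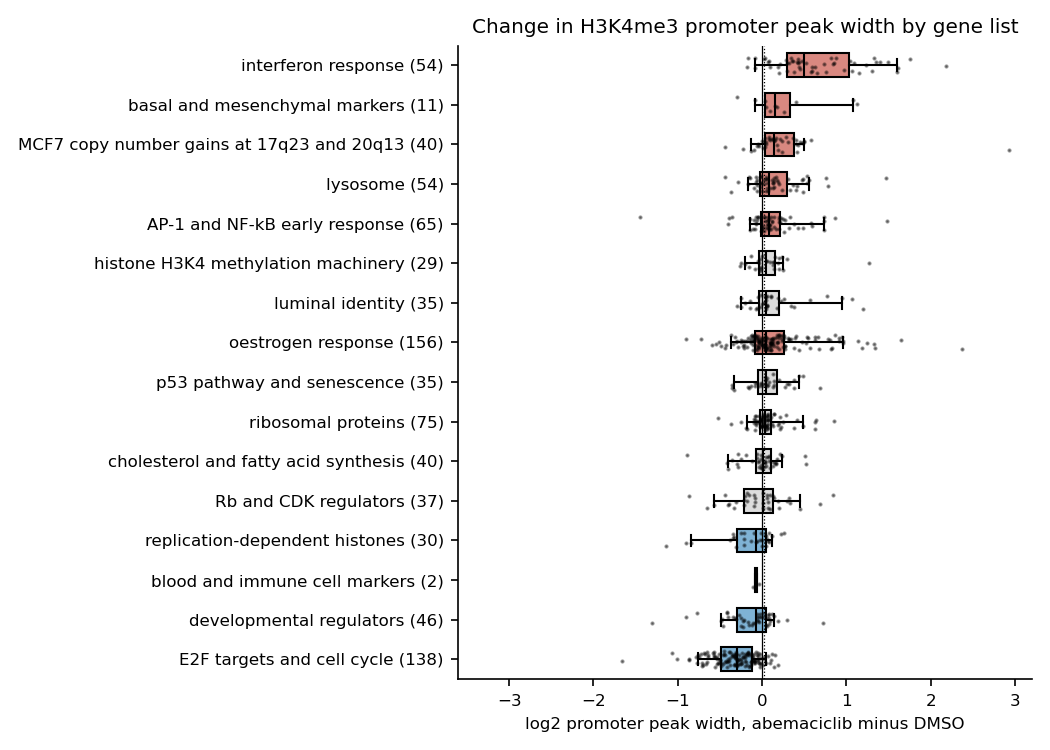
Log2 change in promoter peak width, abemaciclib minus DMSO, for 16 gene lists with the number of peaks in brackets; points are promoter peaks, boxes span the quartiles with a line at the median, whiskers the 5th to 95th percentiles, and the dotted line is the median of all peaks. Red and blue boxes passed the camera test with a preset correlation upwards and downwards. The interferon list has its median at 0.50 and the E2F list at −0.30.

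AP-1 and NF-kB early response genes had 8 wider and 1 narrower of 65 peaks, and 9 and 1 when adjusted over the list alone. ATF3, a stress-induced transcription factor gene, widened 2.80-fold, and KLF6, BCL3 and BTG2 had log2 changes of 0.74, 0.73 and 0.49. At BCL3, 38.0% of the gained span already lay under other DMSO peaks. The list passed (camera, adjusted p = 0.0194), with adjusted p = 0.266 with an estimated correlation and 0.00294 by fry. Without DMSO replicate 2 its mean log2 change exceeded that of the other peaks by 0.07, against 0.08 with all 4 libraries. Lysosome genes had 9 wider and 0 narrower of 54 peaks, 10 and 0 when adjusted over the list alone, and 10 and 3 at an unadjusted limma p under 0.05. They included the proton pump subunit genes ATP6V0C (log2 change 0.78, 1 peak with ENSG00000259784), ATP6V1D (0.48, 1 peak with EIF2S1) and ATP6V0B (1.47), although 50.9% of the span gained at ATP6V0B already lay under other DMSO peaks. The acid ceramidase gene ASAH1 had a log2 change of 0.48. The lysosome list had a camera adjusted p of 0.0384, and adjusted p = 0.266 with an estimated correlation and 0.0385 by fry. Without DMSO replicate 2 its mean log2 change exceeded that of the other peaks by 0.09, against 0.11 with all 4 libraries.

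Genes of the 17q23 and 20q13 segments that are amplified in MCF7, fixed as a technical reference, had 6 wider and 0 narrower of 40 peaks, 11 and 1 when adjusted over the list alone, and 11 and 2 at an unadjusted limma p under 0.05. BCAS1 rose by 2.93, ZNF217, which encodes a zinc finger repressor, by 0.58, SULF2 by 0.42 and ARFGEF2 by 0.40 on the log2 scale. Not every BCAS1 peak reached a −log10 q of 5, and the peaks of ZNF217 and SULF2 each overlapped an IgG peak. With promoter peaks over IgG peaks left out, 35 of the 40 listed peaks remained, against 10645 of 10661 over all promoters. The camera adjusted p was then 0.0195. The median of the 40 peaks was 0.15, with a camera adjusted p of 0.0045, adjusted p = 0.432 with an estimated correlation and 0.0529 by fry. Developmental regulators, whose promoters are often bound by Polycomb, narrowed at 3 of 46 peaks, and at 3 when adjusted over the list alone: PAX9 (−1.31), SIX2 (−0.90) and HOXC9 (−0.46). No member widened by limma, and 2 were wider and 8 narrower at an unadjusted p under 0.05. Their median was −0.08, with a camera adjusted p of 0.00223, adjusted p = 0.266 with an estimated correlation and 0.0385 by fry.

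The other lists did not pass. Among the H3K4 methylation genes, KDM5B widened from 4363 bp in both DMSO libraries to 10487 ± 694 bp (log2 change 1.26), and this was the only call of 29 peaks, over all peaks and when adjusted over the list alone. At an unadjusted limma p under 0.05, 3 were wider and 0 narrower. At KDM5B 42.4% of the gained span already lay under other DMSO peaks. Rb and CDK regulators had 1 wider and 1 narrower of 37 peaks, and 3 and 3 when adjusted over the list alone. CCND3, the cyclin D3 gene, was the wider one (0.44), but over its widest peak at any annotated TSS the log2 change was −0.02. RB1 had a log2 change of −0.31 with an adjusted p of 0.248. The regulator list had a median of 0.01, a mean of −0.04 and a downward camera test at adjusted p = 0.15, which was 0.0267 without abemaciclib replicate 1. The p53 and senescence list had 2 wider and 1 narrower of 35 peaks, and 3 and 1 when adjusted over the list alone, with ZMAT3 at 0.44 and CDKN1A at 0.32 (adjusted p = 0.531). Cholesterol and fatty acid genes had 1 wider, DHCR24 (0.52), and 1 narrower of 40, in both adjustments, with a median of 0.01 and a mean of −0.02. Ribosomal protein genes had 3 wider and 1 narrower of 75, in both adjustments, with the pair RPS10 and RPS10-NUDT3 at 0.64, the pair FAU and MRPL49 at 0.62 and RPLP0 at 0.86. The RPLP0 peak was joined with that of GCN1 in the abemaciclib libraries, so 1 joined peak entered both changes. The camera adjusted p values were 0.494 for the H3K4, p53 and ribosomal lists and 0.284 for the cholesterol list, and the blood list also had 0.494. By fry the adjusted p was 0.126 for the H3K4, 0.344 for the p53 and 0.170 for the ribosomal list. It was 0.804 for the cholesterol and blood lists and 0.585 for the regulators. After centring, the medians of the p53, H3K4 and ribosomal lists turned from 0.05, 0.05 and 0.03 to −0.01, −0.01 and −0.03, and those of the Rb and CDK regulators and of the cholesterol list from 0.01 to −0.05 each.

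The fourth comparison counted gain and loss of whole peaks. A peak over the TSS was present in both DMSO libraries and neither abemaciclib library for 100 genes, and the converse held for 29. The widest lost peaks were those of ABCC11, a transporter gene on chromosome 16, at 4201 ± 9.19 bp, HAS2, a hyaluronan synthase gene, at 3512 ± 11.3 bp, SHC1, MAGED2, BDNF, CHEK1, ENSG00000285920, TFF3, MGP and ROR2 (SD, n = 2 each). CHEK1, a cell cycle checkpoint kinase gene of the E2F list, measured 2694 and 3077 bp with DMSO. SHC1 measured 6300 and 716 bp, so 1 of its libraries set its place. Of these 10, TFF3 and MGP also lacked any peak in the promoter window with abemaciclib, and the other 8 did not meet the criterion over that window. Not both DMSO peaks of TFF3, MGP or SHC1 reached a −log10 q of 5. The widest gained peaks were those of GASK1B at 4941 ± 308 bp and IFIT1, an interferon-induced antiviral gene on chromosome 10 from 89391947 to 89396960, at 4614 ± 479 bp. ADGRF4, IFI27, OAS1, VTCN1, P2RY6, STRA6, MAB21L3 and TMEM40 followed, and ADGRF4, IFI27, OAS1 and VTCN1 also met the criterion over the promoter window. Not both peaks of ADGRF4, STRA6 or MAB21L3 reached a −log10 q of 5. The other 2 pairings of the libraries gave 16 and 17 genes, and 39 and 8 genes, on their 2 sides. Leaving out 1 library at a time gave 132 to 228 lost and 57 to 68 gained genes. The counts were 132 and 68 without DMSO replicate 1, and 172 and 58 without DMSO replicate 2. They were 145 and 63 without abemaciclib replicate 1, and 228 and 57 without abemaciclib replicate 2. Leaving out a library loosens the criterion on both sides, so these counts could only rise.

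Across the genome, 709 of 22978 merged regions had peaks in both abemaciclib libraries alone and 497 in both DMSO libraries alone. These regions were narrow, with medians of 718 and 540 bp against 2249 bp for regions in all 4 libraries. Promoters held 5.64% of the abemaciclib regions, 17.7% of the DMSO regions and 66.8% of those in all 4. The other pairings of the libraries gave 141 and 167 regions, and 198 and 174. The order of the conditions turned over with peaks of a −log10 q of at least 5, at 134 regions with abemaciclib alone and 493 with DMSO alone. It also turned when 1 DMSO library sufficed, at 989 and 1063 without DMSO replicate 1 and 934 and 1199 without replicate 2. The order held at 1631 and 821 without abemaciclib replicate 1 and 1782 and 892 without replicate 2. Leaving out a library loosens the criterion, most for the condition left with 1 library. These orders therefore say little about dependence on a single replicate.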

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

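With 2 libraries per condition and no read counts, the depth behind each width is unknown. Leaving out libraries for regions, genes and library summaries was chosen after the data had been seen. Of 250 alternative values with all 4 libraries, 212 kept their direction and their side of the threshold, or their size; the cause of the other changes was not tested unless stated. The replicate numbers share only a number: the deviations of same-numbered libraries had a correlation of −0.05 across promoter peaks. With the replicate number as a block, which leaves fewer residual degrees of freedom, 350 promoter peaks were wider and 95 narrower (332 and 89 of them also called without it), upstream extents were longer at 14 and shorter at 0 (limma; 252 and 505 at an unadjusted p under 0.05), and extents into the gene at 0 and 0 (1168 and 452), with adjusted p = 0.110 for the oestrogen and 0.117 for the basal list; it changed no other list call. At adjusted p under 0.05, 298 were wider and 79 narrower, by construction. Centring raised the shorter extents into the gene to 300; without the variance trend upstream extents were shorter at 20, and with peaks in at least 1 library longer at 43 and shorter at 62. Without 1 library, which leaves 1 residual degree of freedom and assumes that a lone library varies like the other condition, wider calls ranged from 0 to 297 and narrower calls from 0 to 98, and both extents had 0 in both directions. With so few degrees of freedom, lost calls alone do not show that a single library carried them: the mean log2 change of the interferon list minus that of the other peaks stayed between 0.58 and 0.64, and that of the E2F list between −0.38 and −0.36.

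The oestrogen list had adjusted p = 0.114 without the variance trend, 0.104 with merged peaks, 0.196 at a −log10 q of at least 5 and 0.121 with peaks in at least 1 library, and 0.0366 to 0.401 with 1 library left out. The basal list had 0.222 at that −log10 q, 0.689 with any annotated TSS and 0.199 with peaks in at least 1 library, and 0.0688 to 0.143 with 1 library left out. Leaving out 1 library gave 0.0267 to 0.417 for Rb and CDK regulators, 0.0947 to 0.330 for luminal identity, 0.00661 to 0.114 for AP-1 and NF-kB, and 0.0244 to 0.165 for lysosome. With an estimated correlation the adjusted p was 0.548 for oestrogen, 0.191 for E2F, 0.376 for basal, 0.263 for interferon, 0.266 for each of AP-1 and NF-kB, lysosome, histones and developmental regulators, and 0.432 for the gained segments. That version rests on 2 residual degrees of freedom and could hardly pass any list. The interferon and E2F lists passed under all other alternatives run.

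At a −log10 q of at least 5, which removes peaks, regions with abemaciclib alone fell to 134 and IgG peaks to 291, and abemaciclib minus DMSO was −731.5 peaks, 1.01 Mb, 114 bp in median width, 1.91 points for peaks and −2.26 points for bases in promoters. Promoter peaks of at least 3 kb differed by 475. With 1 library left out, which loosens the criterion, regions ranged from 934 to 1782 with abemaciclib and 821 to 1199 with DMSO alone. Genes ranged from 57 to 68 with abemaciclib and 132 to 228 with DMSO alone. Of the 59 calls among named promoter peaks, 0 held without either DMSO library, 33 without abemaciclib replicate 1, 43 without replicate 2 and 50 with the block. At a −log10 q of at least 5, 51 of the 59 remained, and all 51 stayed called. Among named peaks, CCND3 promoter peak width alone reversed, to a log2 change of −0.0232 with any annotated TSS, where another peak is measured.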

Other observations

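Outside the interferon list, genes with roles in immune signalling that had a peak over the TSS in both libraries of 1 condition and neither of the other lay on both sides. The 8 given as examples were picked after their values were seen, and such genes were neither counted in full nor tested as a list. With abemaciclib, BATF2 measured 436 and 1242 bp, IRF8, a transcription factor gene of myeloid cells, 566 and 366 bp, HLA-DMB 338 and 340 bp, and TNFSF10, the gene of the death ligand TRAIL, 288 and 256 bp. With DMSO, the interferon lambda receptor gene IFNLR1 measured 849 and 621 bp, IL12RB2 829 and 457 bp, PTGS2 440 and 407 bp and C1R 329 and 317 bp. With peaks of a −log10 q of at least 5, BATF2 alone of these 8 met the criterion. Of the developmental regulator list, 3 genes had a peak over the TSS in both DMSO libraries and neither abemaciclib library, namely LHX9 (1696 and 1948 bp with DMSO), HOXB9 (1239 and 1287 bp) and PAX2 (471 and 452 bp), and 0 of its genes showed the converse. No test was run on these counts. At LHX9, HOXB9 and PTGS2 an abemaciclib library still had a peak within the promoter window.

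The tests below were all chosen after the patterns were seen, and the test on regions outside promoters was added once the one on promoter peaks of the segments had left its question open. The spans over all peaks of a list were measured once those of the called peaks were known. Merging of peaks under 1 kb apart, which was planned, changed almost none of the promoter peaks, so the share of a gained or lost span under other peaks was measured in its place.

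Of the 54 interferon peaks, 28 were called wider and 4 had lower values, with a median log2 change of 0.50 and adjusted p = 0.263 for the list with an estimated correlation. If peak calling had been more sensitive in the abemaciclib libraries, alike for peaks of like width, matched promoter peaks would have widened as much. The list lay at percentile 100 of 10000 random lists matched on DMSO width, which had a median of 0.01, so such a shared gain is argued against. A gain that depends on enrichment was not covered, since the matching used width only. Joining of peaks that were broken with DMSO is argued against as well, since 0% of the span gained at the 28 wider peaks, and 2.18% of that gained at all 54, lay under other DMSO peaks. The treatment and any other difference between the cultures remain open and were not tested, since only the treatment label separates them.

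Of the 138 E2F and cell cycle peaks, 27 were called narrower and 11 had higher values, with a median log2 change of −0.30 and adjusted p = 0.191 for the list with an estimated correlation. Lower sensitivity of peak calling shared by peaks of like width, or a drift of wide peaks towards the average, would narrow matched peaks too. The list lay at percentile 0 of the matched lists, which had a median of 0.04, so both are argued against. The matching again used width only, so a loss that depends on enrichment was not covered. Splitting of peaks is argued against as well, since 2.02% of the span lost at the 27 narrower peaks, and 1.71% of that lost at all 138, stayed under other abemaciclib peaks. As for the interferon list, the treatment and any other difference between the cultures remain open and untested.

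Of the 40 listed promoter peaks in the 17q23 and 20q13 gains, 6 were called wider, with a median log2 change of 0.15 and adjusted p = 0.432 for the list with an estimated correlation. Higher sensitivity shared by promoter peaks of like width is argued against, at percentile 99.9 of the lists matched on width only. A change in copy number of the segments cannot be told apart from other causes: the 7 other promoter peaks of the segments, all on chromosome 20, differed from the rest of the genome by 0.0106 in median log2 change (bootstrap SE 0.160), and the 34 regions outside promoters by 0.0856 (bootstrap SE 0.0624), so both are too imprecise to decide. IgG peaks were also found on chromosomes 20 (37) and 17 (18), and 326 of the 486 lay on sequences other than chromosomes 1 to 22, X, Y and M. A response of single genes such as BCAS1 was not tested separately.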
